A study of Homo sapiens with 3 samples. Its data were reported in "ARID1A-dependent maintenance of H3.3 is required for repressive CHD4-ZMYND8 chromatin interactions at super-enhancers" (2022).

How the data were processed

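Chromatin immunoprecipitation with an antibody against ZMYND8, a protein that reads histone modifications, was followed by sequencing (ChIP-seq) in wild-type 12Z cells, an established line of human endometriotic epithelial cells. There were 2 groups: ZMYND8 ChIP with 2 replicates, and input chromatin, the same kind of chromatin without antibody, with 1 library. The input library is labelled as coming from cells with a non-targeting shRNA. The peak lists of both replicates and the overlap set were analysed; the input library itself was not analysed here.

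Per the study's methods, the authors trimmed paired reads with cutadapt and Trim Galore, aligned them with Bowtie2 to the GRCh38.p12 genome, kept properly paired fragments, removed duplicates with Picard and called broad peaks with MACS2 against input with their own threshold on the false discovery rate. Peaks in the ENCODE blacklist and on non-standard contigs were removed by the authors. Tool versions were not stated. Peaks were called on each replicate alone and on the pooled replicates, and the overlap set is the pooled list after selection for overlap with each replicate. The deposited fold enrichment of a peak is the ratio of ChIP to the background that MACS2 estimated, averaged by the authors over the broad peak. The deposited −log10 p and −log10 q values were averaged over the peak in the same way by the authors. These values are the authors' own. They served to describe, rank and filter peaks within a list, to correlate matched peaks of the replicates and to solve the background behind a peak. The lists hold no read counts. The study states a minimum depth for ChIP and input libraries, but the sequencing depth that each library reached is unknown. No interval that needs depth is given. Depth sets how many weak peaks pass a threshold, so a peak missing from a list is not evidence that binding was absent.

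Peak coordinates were used with the GRCh38 sequence and GENCODE version 44, whose 20033 protein-coding genes each gave 1 transcription start site (TSS), the 5 prime end of the gene. The authors' annotation can differ from this one. A peak counted as shared when at least 50% of its length lay under 1 peak of the other list. Peak centres were classed in the order promoter-TSS (1 kb before to 100 bp after a TSS), transcription termination site (TTS), exon, intron and intergenic. Promoter-proximal peaks overlapped a window of 3 kb either side of a TSS. Shares were set beside 1000 circular shifts of the whole list within chromosomes, on sequence without gaps. For the genomic classes of the replicate lists 200 shifts were made, and for GC content 100. Clusters joined peaks within 12.5 kb, and were compared with 1000 placements of the same peaks at independent random positions. Lists of genes that the study names as repressed were compared with the other protein-coding genes by a two-sided Fisher's exact test, with Benjamini-Hochberg adjustment over 4 tests (2 lists and 2 measures), and with 10000 random lists matched on gene length in 10 classes. Intervals of shares are exact 95% binomial intervals, and cover counting error only, since neighbouring peaks are not independent. With 2 replicates of 1 group no test between groups was possible, and values per replicate are given with mean and SD.

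The genes and regions named were fixed before the data were examined: PLAU and TRIO in full, the other members of the 2 lists with CCL2, COL1A1 and THBS1 more briefly, the genes of the factors studied (ZMYND8, CHD4, ARID1A, H3-3A and H3-3B), the 5 peaks of highest fold enrichment, the 5 widest peaks and the 3 clusters with the most peaks. Some items chosen by this rule are not reported here. Alternatives covered stricter −log10 q minimums of 2 and 5, other overlap rules, joined peaks, other TSS definitions and windows, each replicate list in place of the overlap set, and leaving out each replicate.

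The background behind a peak was solved from its fold enrichment and −log10 p under the Poisson model of MACS2. Occurrences of 50-mers, taken every 25 bp along peaks, were counted on chromosomes 1 to 22, X and Y on both strands. The scripts were tested on simulated data. A planted overlap of 29.8% among 20000 peaks was recovered as 29.5%, randomly placed peaks gave a promoter-proximal fold of 1.005, and 2.35% of 2000 random gene lists had a p-value under 0.05. Analyses used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.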

Results

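ZMYND8 binding was profiled by ChIP-seq in wild-type 12Z endometriotic epithelial cells, with 2 ChIP replicates and 1 input library. Replicate 1 had 91692 broad peaks and replicate 2 had 97979, a mean of 94835.5 ± 4446 (SD, n = 2). The peaks covered 45.2 Mb in replicate 1 and 43.7 Mb in replicate 2. Their median width was 263 bp and 232 bp, and their median fold enrichment, as given by the authors, was 2.51 and 2.46. In replicate 1, 7.62% of peaks had a fold enrichment of at least 3, and in replicate 2 the share was 5.97%. The overlap set had 27388 peaks over 53.0 Mb, with a median width of 1227 bp and a median fold enrichment of 2.09. Peak number depended most on the threshold, and the mean fell to 3689 peaks per replicate at a −log10 q of at least 5.

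The agreement of the replicates was examined first, since the overlap set rests on it. Of the replicate 1 peaks, 22107 (24.1%) were covered by at least 50% by a replicate 2 peak, against a mean of 2.08% and a maximum of 3.35% over 1000 circular shifts. In the other direction 24548 peaks (25.1%) were covered, against a mean of 2.22% and a maximum of 3.65%. The mean of both directions was 24.6%, with an SD of 0.668 between the 2 directions. Both directions compare the same 2 lists, so this SD does not measure variation between replicates. The mean moved most at a −log10 q of at least 5, to 66.0%. The share of the base pairs in either list that lay in both was 31.3%. Coverage increased with peak strength. In replicate 1 it was 10.5% in the weakest of 10 equal groups of peaks by −log10 p and 77.1% in the strongest, and in replicate 2 it was 10.9% and 79.1%. Across the 22107 matched peaks, fold enrichment in the replicates had a Spearman's rho of 0.638. This is a correlation across peaks, which are not independent replicates.

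**Figure D1:**
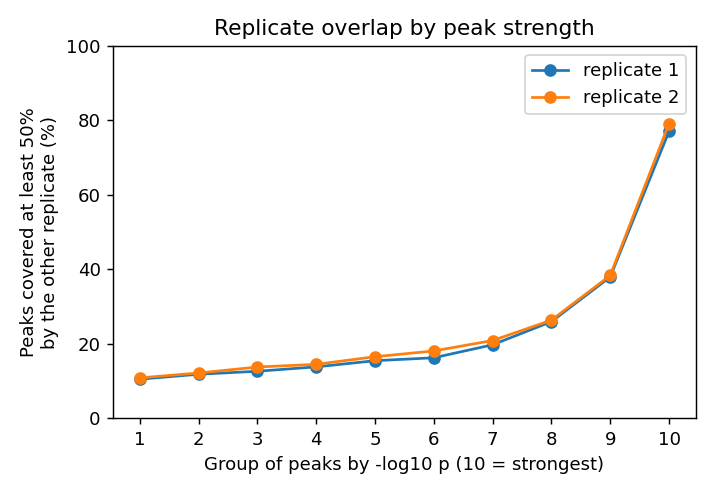
Share of peaks covered by at least 50% by a peak of the other replicate (y axis, %) in 10 equal groups of peaks ranked by −log10 p (x axis, 10 is the strongest), with 1 line per replicate. In both replicates the share is highest in the strongest group, at 77.1% and 79.1%.

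Peaks found in 1 replicate without such coverage were then compared with shared peaks. They made up 75.9% of replicate 1 and 74.9% of replicate 2. In replicate 1 their median fold enrichment was 2.48, against 2.68 for shared peaks, and their median width was 222 bp against 458 bp. In replicate 2 the median fold enrichment was 2.43 against 2.61, and the median width was 191 bp against 423 bp. Median −log10 q was 1.98 against 2.63 in replicate 1 and 2.01 against 2.62 in replicate 2. The promoter-proximal share was 5.71% against 19.9% in replicate 1 and 4.33% against 20.3% in replicate 2. All 4 differences had the same direction in both replicates.

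The study describes a naive overlap set after the ENCODE definition, selected by a 50% overlap with each replicate. It does not state of which peak the 50% was taken, so different readings were tested on the lists. Each of the 27388 overlap-set peaks overlapped a peak of both replicates by at least 1 bp. A single replicate 1 peak covered at least 50% of 47.6% of them, a single replicate 2 peak covered as much of 44.01%, and both conditions held for 9242 peaks (33.7%). When 50% of either the pooled peak or the replicate peak was required, a rule chosen after the data were examined, all 27388 peaks (100%) passed. Among overlapping peaks of the 2 replicates, 15.8% failed that rule. The deposited set therefore met this reading of the study's rule in full. The lower share under the stricter reading does not show a departure from the study's rule.

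Overlap-set peaks were next assigned to genomic classes. The promoter-TSS class held 1870 peaks, or 6.83% (95% interval 6.53% to 7.13%), against a mean of 0.784% over shifts, a fold of 8.71. The largest class was intergenic, with 16092 peaks (58.8%) above the highest shifted share of 57.4%. Introns held 7582 peaks (27.7%), below the lowest shifted share of 37.6%. Exons held 1687 peaks (6.16%), a fold of 1.67, and TTS regions held 157 peaks (0.573%), a fold of 0.761. The exon folds of the replicate lists were 1.05 and 0.965, with both shares inside their shifted ranges. In the replicate lists the promoter-TSS share was 3.71% and 3.34%, with folds of 4.94 and 4.43. The promoter-TSS fold moved most at a −log10 q of at least 5, to 13.9.

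**Figure D2:**
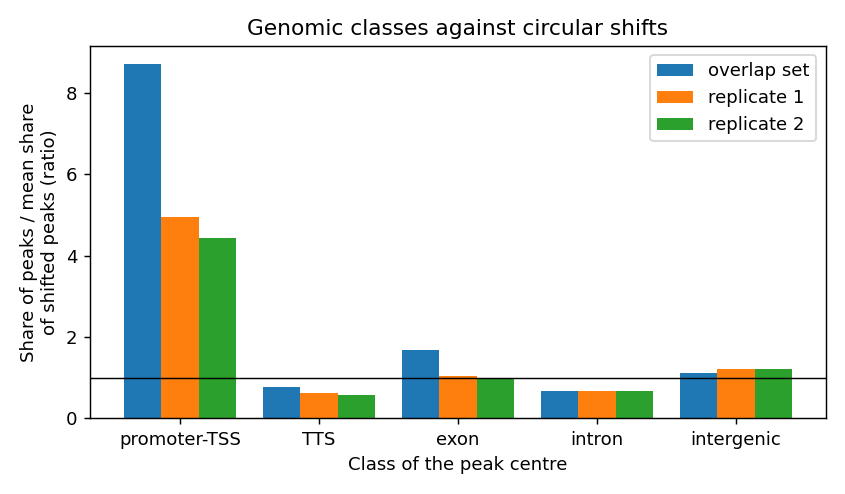
Ratio of the share of peaks in each genomic class to the mean share of shifted peaks (y axis), by class of the peak centre (x axis), for the overlap set and both replicates. The horizontal line marks a ratio of 1, and the promoter-TSS bars are at 8.73, 4.95 and 4.44. These come from a separate set of shifts, so they differ slightly from the folds of 8.71, 4.94 and 4.43 in the text.

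Within 3 kb of a TSS lay 16.2% of overlap-set peaks, against a mean of 5.11% over shifts, a fold of 3.17. The share was 9.14% in replicate 1 and 8.34% in replicate 2, with folds of 2.24 and 2.04. Of 20033 protein-coding genes, 5035 (25.1%) had an overlap-set peak within 3 kb of the TSS, and 5016 of these also had a peak of each replicate there. The gene count fell to 1355 at a −log10 q of at least 5.

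Promoter-proximal ZMYND8 was then examined at genes that the study names as repressed. Of the 8 genes named as repressed by all 4 factors (H3.3, ZMYND8, CHD4 and ARID1A), 4 (50.0%) had an overlap-set peak within 3 kb of the TSS, against 25.1% of other genes (Fisher's exact test, two-sided, p = 0.116, adjusted p = 0.155), and 13.3% of random lists matched on gene length had as many. With every annotated transcript start the count was 6 of 8 (exact p = 0.00732, adjusted p = 0.0293). In the gene body, 5 of the 8 had a peak (exact p = 0.0615, adjusted p = 0.148), and 15.3% of the matched random lists had as many. Of the 6 genes that the study names as repressed by ARID1A and H3.3, 3 (50.0%) had a promoter-proximal peak (exact p = 0.172, adjusted p = 0.172). In the gene body 4 of them had one (exact p = 0.074, adjusted p = 0.148). As many were found in 16.9% and 7.64% of the random lists matched on gene length. Neither list differed from the other genes beyond chance in the 4 adjusted tests. The study names these genes as examples from longer sets, so the tests cannot speak for those sets. It shows PLAU and TRIO as genes with ZMYND8 bound nearby, so their peaks were not independent of this choice.

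PLAU (ENSG00000122861.16, chromosome 10, 73909177 to 73917496, plus strand, GRCh38) had 3 overlap-set peaks within 3 kb of its TSS. The peak at 73908723 to 73909341 covered the TSS, with a fold enrichment of 1.88 and a −log10 q of 2.31. The peak at 73906197 to 73906965 lay 2212 bp before it (fold enrichment 2.03, −log10 q 3.24), and the peak at 73911144 to 73911389 lay 1967 bp inside the gene (1.95-fold, −log10 q 2.24). Replicate 1 had 3 peaks in the same window, with a highest fold enrichment of 3.05, and replicate 2 had 5, with a highest of 2.97. None of these overlap-set peaks reached a −log10 q of 5. TRIO (ENSG00000038382.23, chromosome 5, 14143342 to 14532128, plus strand) had 1 overlap-set peak across its TSS, at 14141975 to 14146774, with a fold enrichment of 2.17 and a −log10 q of 4.65. In its gene body there were 14 overlap-set peaks, 32 peaks of replicate 1 and 30 of replicate 2. TRIO lies on chromosome 5, which had one of the highest peak densities.

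Among the other listed genes, WWC3, MAP4K4, CD82 and CCL2 each had 1 overlap-set peak within 3 kb of the TSS, with fold enrichments from 2.01 to 2.39, and THBS1 and COL1A1 had 1 and 2 such peaks. With 1 TSS per gene, C1S, SCARB1, COL6A2 and CLSTN2 had none in any list. GYPC had peaks there in replicate 1 alone, and ADAMTS15 had 1 in each replicate but none in the overlap set. These absences hold for that TSS alone. With every annotated transcript start, 6 of the 8 genes repressed by the 4 factors had an overlap-set peak within 3 kb. The added genes can only be C1S and SCARB1, which had 1 and 3 overlap-set peaks in the gene body. GYPC and COL6A2 had none in the gene body, and their nearest lay 431230 bp and 58662 bp from the TSS. At the genes of the factors studied, ZMYND8 itself had a peak across its TSS on chromosome 20, from 47348205 to 47362034, with a fold enrichment of 6.16 and a −log10 q of 62.4. ARID1A, H3-3A and H3-3B had 1 promoter-proximal peak each, with fold enrichments of 2.28, 1.93 and 2.61. CHD4 had none in the overlap set and 1 in replicate 2.

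The highest fold enrichment in the overlap set, 8.98, was at a 16324 bp peak on chromosome 19 (43073077 to 43089400) that overlaps PSG2. Among the next were an intergenic peak on chromosome 3 (45064407 to 45067211, 8.53, nearest TSS CLEC3B), an intergenic peak on chromosome 7 (129489636 to 129490849, 8.10, nearest TSS SMKR1) and an intergenic peak on chromosome 20 (43780846 to 43783854, 8.0, nearest TSS GTSF1L). Like every peak of the overlap set, the 5 peaks of highest fold enrichment overlapped peaks of both replicates. Of the 50-mers in these 5 peaks, 24.2% occurred more than once in the genome, against 9.19% in the whole overlap set. The widest peak spanned 90258 bp on chromosome 18 (14763711 to 14853968) over ANKRD30B. The next in width were on chromosome 21 (8986761 to 9071618) and chromosome 15 (19818908 to 19898860). Their nearest TSSs were those of TPTE, 1449935 bp away, and GOLGA6L6, 642940 bp away. After these came peaks on chromosome 1 (172890881 to 172962818) and chromosome 21 (8820338 to 8886499). Their nearest TSSs were those of TNFSF18, 88123 bp away, and TPTE, 1635054 bp away. Of the 50-mers in the 5 widest peaks, 38.003% occurred more than once.

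Because the study places ZMYND8 at super-enhancers, which are dense groups of sites, the grouping of peaks was measured. Joined at a distance often used for super-enhancers (given with the processing), the overlap set formed 13144 clusters, of which 723 had at least 5 peaks. These held 47.4% of the covered length, against a mean of 1.55% and a maximum of 2.44% over 1000 random placements. The share was 28.4% with a joining distance of 5 kb and 60.2% with 25 kb. Independent placement removes all unevenness along a chromosome, so any regional concentration of peaks can exceed it. The clusters were not compared with super-enhancers, so the grouping cannot speak to the study's placement of ZMYND8 there. The largest cluster had 195 peaks over 1354.1 kb of chromosome 15 (23431347 to 24785495) and overlapped GOLGA6L2, MKRN3, MAGEL2, NDN and NPAP1. The next had 177 peaks on chromosome 21 (22800044 to 23863316) and overlapped no protein-coding gene. Its nearest TSS, of MRPL39, lay 1744201 bp away.

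Peak density differed between chromosomes. In the overlap set it was highest among autosomes on chromosome 21, at 28.9 peaks per Mb, followed by chromosome 20 at 22.3 and chromosome 5 at 21.2, and lowest on chromosome 4, at 2.60. The ratio of highest to lowest autosome was 11.1. Chromosome X had 1.052 peaks per Mb. In replicate 1 the density was 90.3 on chromosome 5 and 7.75 on chromosome 13, and in replicate 2 it was 99.3 and 7.74. Mean GC content was 43.3% in overlap-set peaks, above the shifted range of 40.7% to 42.1%. It was 40.4% in replicate 1 and 40.8% in replicate 2, below the shifted means of 41.2% in both. Replicate 1 lay below its shifted range of 40.57% to 41.8%, while replicate 2 lay inside its range of 40.58% to 41.85%. The direction therefore differed from the overlap set beyond the shifts in replicate 1 alone.

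**Figure D3:**
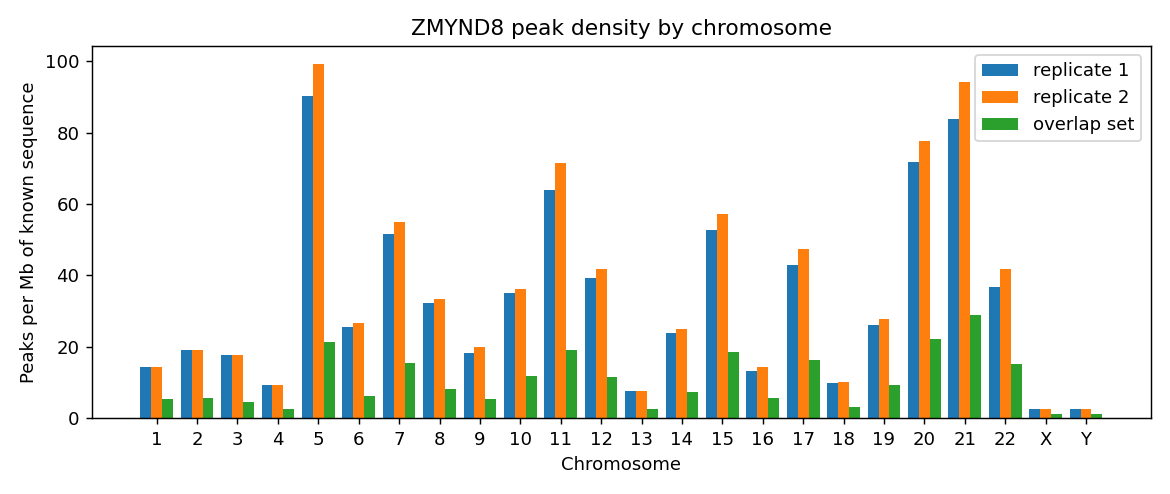
Peaks per Mb of known sequence (y axis) on each chromosome (x axis) for both replicates and the overlap set. Chromosome 5 has 90.3 and 99.3 peaks per Mb in the replicates, against 9.44 and 9.33 on chromosome 4.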

Values the study reported

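The study reported ZMYND8 at 84.6% of super-enhancers that also carried ARID1A and CHD4, and at 63.2% of typical enhancers that carried both. It described about 2000 regions where H3.3 and the 3 chromatin regulators were found together. It counted 60 genes repressed by all of ARID1A, CHD4, ZMYND8 and H3.3.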

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

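Most results with no test are compared with the spread between the 2 replicates. For replicate overlap and the rank correlation of fold enrichment, it is the spread between the 2 directions of matching. Counts of peaks and of promoter-proximal genes are judged by a fixed fold limit instead. The spreads were small, so most alternatives moved a value beyond them while its direction stayed. The causes of these changes were not tested unless stated. The rule of 50% of the pooled or of the replicate peak was chosen after the data were examined; all other alternatives were fixed before. Replicate overlap with a replicate left out was not run, since it needs both.

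With peaks of −log10 q of at least 2, there were 53390 peaks per replicate, replicate overlap was 29.3% and the rank correlation of fold enrichment was 0.675. The promoter-TSS share was 7.83% (fold 9.88) and the promoter-proximal share 18.5% (fold 3.53). The share of length in large clusters was 40.4%, the ratio between autosomes 9.53 and GC content 44.7%. With at least 5, there were 3689 peaks per replicate, replicate overlap was 66.0% and 42.5% of overlap-set peaks were covered in both replicates. The promoter-TSS share was 11.4% (fold 13.9), the promoter-proximal share 27.2% (fold 4.45) and the count of promoter-proximal genes 1355. Neither gene list kept a gene with such a peak (0 of 8 and 0 of 6, exact p = 1 for both). Fewer peaks passed this minimum, and 6.77% of other genes had such a peak. Counts of 0 in lists this short therefore cannot show a reversed direction.

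Replicate overlap was 37.9% by 1 bp, 15.7% with the reciprocal rule, 13.2% with 90% of the peak, 37.7% with equal numbers of the strongest peaks and 26.9% with peaks joined within 1 kb. The rank correlation of fold enrichment was 0.537 with matches by 1 bp, 0.669 with equal numbers and 0.776 for peaks of at least 500 bp. The overlap set was covered in both replicates for 100% of peaks by 1 bp, 28.7% with the reciprocal rule and 100% with 50% of the pooled or of the replicate peak. It was covered for 44.01% to 47.6% across the 2 values that each left out one replicate.

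The promoter-TSS share was 10.4% (fold 4.38) with all genes, 12.2% (fold 7.62) with every transcript start, 12.2% (fold 5.98) by any overlap and 3.22% (fold 4.10) by base pairs. It was 3.71% (fold 4.94) for replicate 1 and 3.34% (fold 4.43) for replicate 2. The promoter-proximal share was 25.5% (fold 1.79) with all genes, 19.998% (fold 2.31) with every transcript start, 14.4% (fold 5.56) within 1 kb, 8.70% (fold 2.20) by base pairs and 15.6% (fold 3.97) by the centre. It was 9.14% (fold 2.24) for replicate 1 and 8.34% (fold 2.04) for replicate 2. The fold stayed above 1 in all of these. Promoter-proximal genes numbered 8130 with replicate 1 peaks and 7740 with replicate 2 peaks. With every transcript start, the list repressed by the 4 factors passed the threshold, with 6 genes (exact p = 0.00732, adjusted p = 0.0293), while over the alternatives of this list the adjusted p ranged up to 1. This list holds only examples that the study names, so the result cannot speak for the full set.

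The excess of shared over replicate-only peaks, as a mean of the replicates, was 0.19 in median fold enrichment, 0.135 by 1 bp and 0.25 at a −log10 q of at least 2. For median −log10 q it was 0.455 by 1 bp and 0.905 at that minimum, for median width 313 bp and 390.5 bp, and for the promoter-proximal share 12.9 and 17.9 percentage points. Large clusters held 28.4% of the length at 5 kb, 60.2% at 25 kb, 63.1% with replicate 1 and 66.1% with replicate 2. The random placements for the replicate lists gave 20.3% and 24.0%. The ratio between autosomes was 18.6 by covered base pairs and 12.8 with replicate 2. GC content was 40.4% with replicate 1 and 40.8% with replicate 2, on the other side of the shifted mean from the overlap set. The value of replicate 2 lay inside its shifted range.

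Median peak width also moved under 3 alternatives, each to a higher value. The read depth that each library reached is unknown here. It limits the count of weak peaks, and with it the replicate overlap, the replicate-only share and the count of promoter-proximal genes.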

Other observations

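The tests of repeated 50-mers in whole sets of peaks and of the promoter share by window were set out before their results were seen. The tests of GC content, of implied background, of the 100 shifts, of peaks with no repeated 50-mer and of peak strength were chosen after related values had been seen. No biological explanation was tested for these patterns, since the design has 1 ChIP group.

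Peaks were concentrated in few parts of the genome. Of 2873 windows of 1 Mb, 144 were the densest 5% by replicate peaks. Among peaks assigned to windows, they held 41.5% of replicate peaks and 41.5% of overlap-set peaks (11056, against 15583 in other windows). Of these 144 windows, 45 were on chromosome 5. They had a median GC content of 36.6%, against 40.2% in other windows, and a median of 1 protein-coding TSS against 5. GC content alone was argued against, since among windows under 40% GC the median was 70.25 replicate peaks per window on chromosome 11 and 3.5 on chromosome 13, a ratio of 20.1. For reads shared between repeated sequences the evidence went both ways. In overlap-set peaks of the densest windows 10.6% of 50-mers were repeated, against 5.87% in other windows, as that explanation predicts. However, shifted peaks gave 10.2% and 9.18%, so peaks in the densest windows were close to the share of shifted sequence. Of the 17079 peaks with no repeated 50-mer, 38.1% also lay in the densest windows, which argues against repeats as the main source.

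Input coverage, as from extra chromosome copies, is a candidate explanation for the differences between chromosomes. Across 18 chromosomes with at least 10 low-GC windows and 10 narrow pooled peaks, the implied background rose with peak density (Spearman's rho 0.578, permutation p = 0.0133), and across 23 chromosomes rho was 0.449 (permutation p = 0.033). Chromosome 21 went against this relation, with 64.25 replicate peaks per window and an implied background of 13.7, against 15.7 on chromosome 5. Chromosome 9 also went against it, with 5.0 replicate peaks per window and an implied background of 15.1. Within chromosomes the relation had the opposite sign (rho −0.276, 95% interval −0.412 to −0.1, 206 windows on 13 chromosomes), which argues against local gains as the source of the dense windows. The background is seen at called peaks alone, and copy number was not measured, so the chromosome-level explanation stays open.

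The promoter-TSS share may be lowered by these dense windows. It was 0.208% inside them, with 23 of 11056 peaks, and 11.7% in the other windows, with 1830 of 15583. The dense windows have fewer TSSs, with a mean of 1.85 against 7.10, which accounts for part of the difference.

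In the replicate lists 96.9% and 98.1% of peaks under 500 bp implied a background within 5% of the lowest in their list, while in the overlap set the share was 11.9%. A candidate explanation is that narrow peaks are called where background is lowest. At loci called in both, where the pooled peak implied at least 1.25 times the lowest background, the replicate peak did so at 1.07% of loci on average, which argues against it. Replicate and pooled peaks may therefore rest on different backgrounds, and their fold enrichments were not compared. How the input entered each call was not tested.

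Replicate-only peaks may lie close to the calling threshold: coverage in the other replicate rose from 10.7% in the weakest of 10 equal groups to 78.1% in the strongest, as a mean of both replicates. Why some of the strongest peaks were not covered was not tested.

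Repeated sequence is a possible explanation for the widest peaks and for the 34 overlap-set peaks on chromosome Y, and the tests leave it open. In the 5 widest peaks 38.003% of 50-mers were repeated, against 9.19% in the overlap set, but a first shift of the same intervals gave 40.8%. Of 100 further shifts, 8 gave a share at least as large, with a median of 6.21%. One of the 5, on chromosome 1, had 3.23%. On chromosome Y 30.3% were repeated, while a first shift gave 9.44%. However, 63 of 100 further shifts along that chromosome gave as much, so these peaks were not clearly more repeated than the chromosome around them. The study describes endometriosis in women, so reads from chromosome Y are not expected in these cells. A comparison with other sequence of that chromosome cannot tell where the reads came from.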
